A study of Mus musculus with 5 samples. Its data were reported in "CXXC finger protein 1 is critical for T-cell intrathymic development through regulating H3K4 trimethylation" (2016).

How the data were processed

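Cxxc1 and H3K4me3 ChIP-seq was performed on DP thymocytes of WT and Cxxc1-deficient mice. The series holds 5 samples with 1 library each: Cxxc1 ChIP and H3K4me3 ChIP in each genotype, and WT input. The 3 processed files cover Cxxc1 ChIP, WT H3K4me3 and Cxxc1-deficient H3K4me3; the Cxxc1-deficient Cxxc1 ChIP and the input were not analysed here. Groups were taken from the sample titles. The genotype label of the Cxxc1-deficient samples names a heterozygote whereas the titles name a knockout, and the study's methods describe deletion of both floxed copies. The Cxxc1 file carries no genotype, and its assignment to WT rests on the study's methods.

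Per the study's methods, chromatin was fixed with formaldehyde and sonicated, libraries were sequenced on an Illumina instrument with 50-bp reads, reads were mapped to mm9, and uniquely mapped reads went into SICER, which joins enriched windows into islands. The Cxxc1-deficient ChIP and input served as controls. Which of them was the control for H3K4me3, how duplicates were treated and which aligner was used are not stated, and each can change which places are listed. The authors deposited, for each called region, the 200-bp windows in it with a value in RPM (tags per 1000000 mapped tags) at 1 decimal. Regions outside the called islands have no value, so a place without a peak has an unknown signal and not a signal of 0.

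Windows separated by at most 2 missing windows were joined into peaks. The strength of a peak is the sum of the authors' RPM values over its windows, and it was used to rank and describe peaks within a list. The value of 1 tag was inferred from which decimals occur among the deposited RPM values: it lay between 0.1094 and 0.1100 RPM for Cxxc1 and between 0.1056 and 0.1062 RPM for both H3K4me3 lists. The lowest listed window held 2 tags, and the lowest first or last window of a peak held 3 tags. Tag numbers per peak are these sums divided by the value of 1 tag, rounded.

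Overlap meant at least 1 bp, computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and counts were checked with bedtools 2.31.1. Shares carry 95% Wilson intervals (scipy 1.17.1). As a description of chance, one list was moved by a random distance around each chromosome 1000 times, or 200 times for the stronger and weaker 50% of the Cxxc1 list. To compare WT peaks at Cxxc1 peaks with others, 10000 random sets of the same size were drawn with the same number in each of 10 classes of strength. Peaks and genes are not replicates and no tests between groups were run. Genes were the protein-coding transcripts of GENCODE vM1 on the same assembly as mm9 (samtools 1.23.1 for the sequence). A midpoint was called promoter within 1 kb of a TSS, then exon, then intron, then intergenic. CpG islands were stretches of at least 500 bp with at least 55% GC and an observed to expected CpG ratio of at least 0.65, which gave 21432 islands.

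The functions were tested on simulated data. With 1000 shared places planted in 2 lists as large as the H3K4me3 lists (14237 sites in the first), 1000 were found. With 275 chosen sites among 14237 and no difference, 4.0% of 200 simulations fell outside the central 95% of the matched sets. With chosen sites kept 0.5 times as often, 92.0% of simulations fell below it. The true value of 1 tag lay inside the inferred range in 20 of 20 simulations of 50000 windows.

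The genes named were fixed before the data were examined: the study's target loci, of which Cd8a, Cd8b1, Zap70 and Lck are given, and Bdnf. A further locus is not reported here. The 3 strongest peaks of each list were also named. The alternatives fixed at the same time were overlap of at least 50% of the shorter peak, peaks within 1 kb of each other, the stronger 50% of each list, merging peaks within 1 kb, equal numbers of peaks, a common minimum strength, autosomes only, matching on width and 50 kb upstream of the named genes. Those chosen after seeing the data were a 5 kb promoter, CpG islands of at least 200 bp with at least 50% GC and an observed to expected CpG ratio of at least 0.6, leaving out peaks above 10 RPM with chromosomes M, X and Y, and, for genes, binding within 1 kb of the TSS and matching on gene length. The CpG island and gene level shares were themselves added after the data were seen. Ribosomal protein genes (symbols starting Rpl, Rps or Rplp) and olfactory receptor genes (Olfr) were chosen as lists before their values were looked at.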

Results

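Cxxc1 (CXXC finger protein 1) binds unmethylated CpG-rich DNA and belongs to the Setd1 complexes that place trimethylation on lysine 4 of histone H3 (H3K4me3), a mark of promoters. The study asked where Cxxc1 binds in double-positive (DP) thymocytes, the immature T cells that carry both CD4 and CD8, and how H3K4me3 differs when the cells lack Cxxc1. Chromatin immunoprecipitation with sequencing (ChIP-seq) gave 3 lists of enriched regions, here called peaks: Cxxc1 in wild-type (WT) cells, H3K4me3 in WT cells and H3K4me3 in Cxxc1-deficient cells. Each list came from 1 library, so none of the differences between genotypes has a replicate check and no p-values are given. The Cxxc1-deficient libraries are named as knockouts in their titles and as heterozygotes in their genotype labels, and the titles were followed. The intervals below are 95% Wilson intervals over peaks or genes, which cover counting error only. The size of the smallest step between values placed the depth of the Cxxc1 library between 9.091 and 9.143 M tags and that of each H3K4me3 library between 9.412 and 9.474 M tags.

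The first comparison concerned how many H3K4me3 peaks each genotype had. There were 14237 H3K4me3 peaks in WT and 2979 in Cxxc1-deficient DP thymocytes, a ratio of 4.78. The WT peaks covered 24.7 Mb and the Cxxc1-deficient peaks 4.93 Mb, a ratio of 5.01. The listed windows summed to 38749 tags per 1000000 mapped tags (RPM) in WT and 7062 RPM in Cxxc1-deficient cells, which is 3.87% and 0.706% of the tags of each library. This ratio of 5.49 followed the covered length, since the mean value per listed window was 0.390 RPM in WT and 0.384 RPM in Cxxc1-deficient cells. The median width was 1600 bp in both lists. The median peak held 2.3 RPM, about 22 tags, in WT and 2.0 RPM, about 19 tags, in Cxxc1-deficient cells. Of the alternatives tried, a common minimum of 2.2 RPM per peak moved the ratio most, to 7.05, with 7976 WT and 1131 Cxxc1-deficient peaks.

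The lists were next compared by position. A total of 1163 WT peaks, 8.17% (7.73% to 8.63%), overlapped a Cxxc1-deficient peak by at least 1 bp. Lists shifted at random along each chromosome gave a mean of 0.453%. In the other direction, 1152 Cxxc1-deficient peaks, 38.7% (36.9% to 40.4%), overlapped a WT peak, against a shifted mean of 2.13%. The remaining 1827 Cxxc1-deficient peaks had no WT peak. The share moved most when the WT list was limited to as many of its strongest peaks as the Cxxc1-deficient list holds: 15.6% of those WT peaks and 15.8% of the Cxxc1-deficient peaks then overlapped.

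The WT peaks that overlapped a Cxxc1-deficient peak, here called kept, were stronger than those that did not. Their median was 2.8 RPM (95% interval of the median 2.7 to 2.9) against 2.2 RPM (2.2 to 2.2) for the 13074 lost peaks. The kept share was 3.93% (3.04% to 5.07%) in the weakest 10% of the WT list and 19.8% (17.8% to 22.0%) in the strongest 10%. Kept peaks overlapped the region within 1 kb of a transcription start site (TSS) in 62.9% of cases (60.0% to 65.6%) and lost peaks in 44.2% (43.4% to 45.1%). Cxxc1-deficient peaks with a WT peak did so in 62.2% of cases (59.4% to 65.0%) and those without one in 23.5% (21.6% to 25.5%), while shifted Cxxc1-deficient peaks did so in 4.24%. In the 4663 windows listed in both genotypes the mean was 0.563 RPM in WT and 0.476 RPM in Cxxc1-deficient cells. The WT value was higher in 47.6% of these windows, equal in 22.5% and lower in 30.0%.

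**Figure D1:**
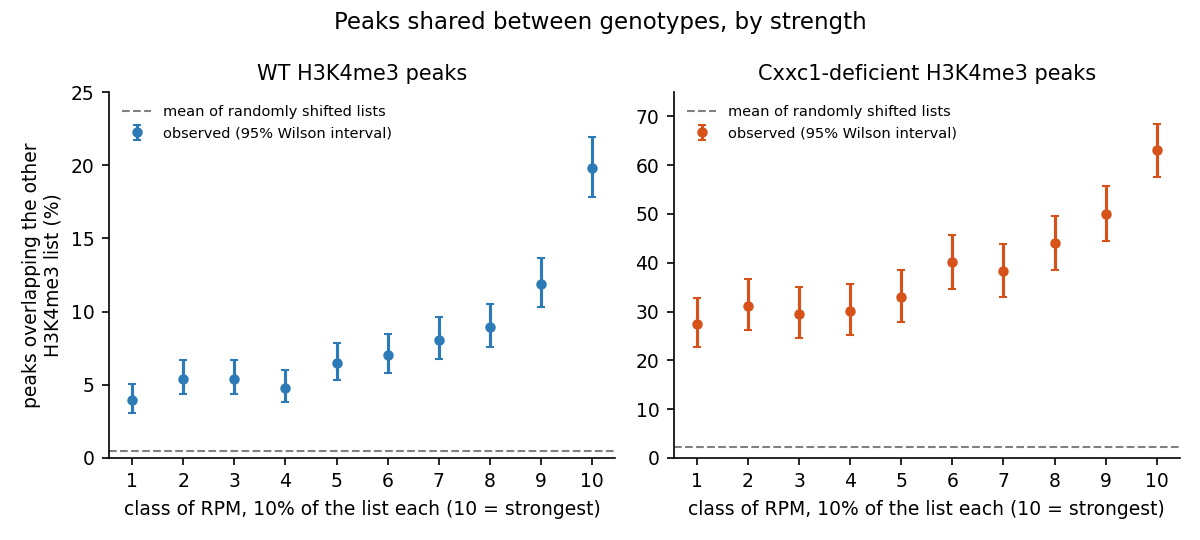
Share of H3K4me3 peaks (%, vertical axis) that overlapped the list of the other genotype, by class of RPM with 10% of the list in each (horizontal axis, 10 the strongest), for WT peaks on the left and Cxxc1-deficient peaks on the right; points carry 95% Wilson intervals and dashed lines are the means of randomly shifted lists. The share was 3.93% in the weakest and 19.8% in the strongest class of the WT list, and 27.5% and 63.1% in those of the Cxxc1-deficient list.

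Peaks were then placed relative to protein-coding genes by their midpoints. The Cxxc1 list held 4352 peaks with a median of 1.7 RPM, about 15 tags, covering 5.32 Mb. Of these, 6.64% (5.94% to 7.42%) lay at promoters, defined as within 1 kb of a TSS, 4.55% (3.97% to 5.21%) in exons, 45.8% (44.3% to 47.3%) in introns and 43.0% (41.6% to 44.5%) between genes. Promoters made up 2.22%, exons 2.07%, introns 33.4% and intergenic sequence 62.3% of the assembled bases. Promoters held 41.5% (40.7% to 42.3%) of WT and 33.4% (31.7% to 35.1%) of Cxxc1-deficient H3K4me3 peaks. Promoters taken as within 5 kb of a TSS moved these shares most, to 18.8%, 54.4% and 46.7%. Together, promoters within 1 kb, exons and introns held 57.0% (55.5% to 58.4%) of Cxxc1 peaks. The study placed a smaller share of them in extended gene bodies. It also gave lower promoter shares of H3K4me3 peaks, equal between genotypes after rounding, and its promoter definition is not stated. CpG islands, computed here from the genome sequence, overlapped 7.15% (6.42% to 7.95%) of Cxxc1 peaks, against 1.90% of shifted Cxxc1 peaks. They overlapped 44.9% (44.1% to 45.8%) of WT and 35.4% (33.8% to 37.2%) of Cxxc1-deficient H3K4me3 peaks.

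**Figure D2:**
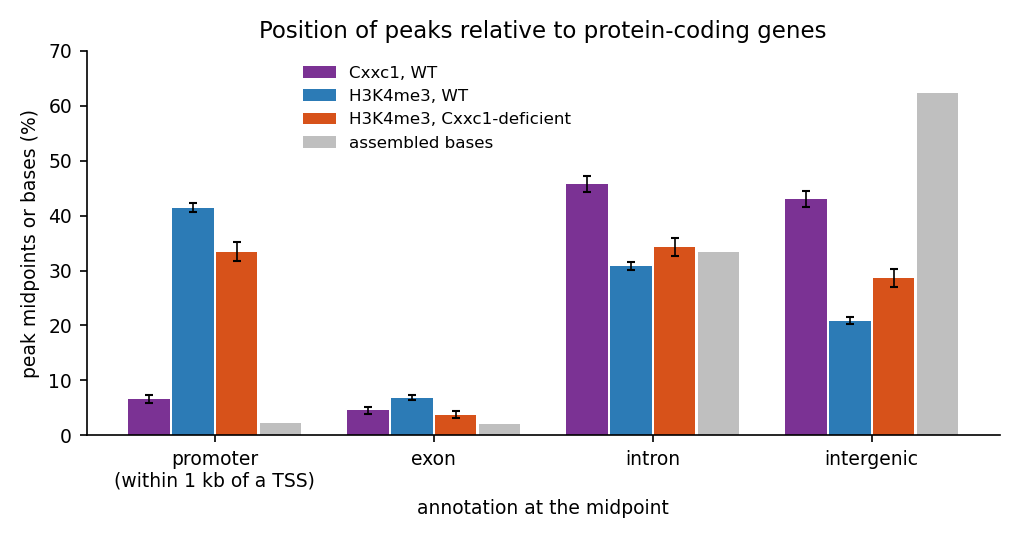
Share of peak midpoints (%, vertical axis) at promoters, exons, introns and intergenic sequence (horizontal axis) for each list, with 95% Wilson intervals, beside the share of the assembled bases in grey. Promoters held 41.5% of WT and 33.4% of Cxxc1-deficient H3K4me3 peaks but 6.64% of Cxxc1 peaks.

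The study also asked whether Cxxc1-binding sites coincide with H3K4me3. In all, 274 Cxxc1 peaks, 6.30% (5.61% to 7.06%), overlapped a WT H3K4me3 peak, and shifted Cxxc1 peaks did so in 1.72% of cases. Counting peaks within 1 kb of each other as shared moved this most, to 8.78%. There were 52 Cxxc1 peaks (1.19%, 0.912% to 1.56%) that overlapped a Cxxc1-deficient H3K4me3 peak, against 0.355% of shifted peaks, and 24 that overlapped both. The Cxxc1 peaks with a WT H3K4me3 peak lay at a CpG island in 47.1% of cases (41.3% to 53.0%), and the 4078 without one in 4.46% (3.87% to 5.14%). Of 22372 protein-coding genes, 2469 had a Cxxc1 peak in the gene body or up to 10 kb upstream, here called bound. The study named fewer genes for the same region. Shifted Cxxc1 lists gave a mean of 1690 genes, with a central 95% from 1612 to 1775. A WT H3K4me3 promoter peak was present at 43.7% (41.8% to 45.7%) of the bound genes and at 29.6% (28.9% to 30.2%) of the others. These shares were not matched on gene length, and a longer gene has more room for a Cxxc1 peak.

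Whether H3K4me3 peaks were lost more often where Cxxc1 bound was asked of peaks and of genes. Of the 275 WT H3K4me3 peaks that overlapped a Cxxc1 peak, 31 were kept, 11.3% (8.06% to 15.6%). Of the 13962 others, 8.11% (7.67% to 8.57%) were kept. Among 10000 random sets of WT peaks matched on 10 classes of strength, the mean kept share was 9.26%, the central 95% ran from 6.18% to 12.7%, and the share at Cxxc1 peaks stood at percentile 88.2. It therefore lay within the range of the matched sets, and a lower kept share at Cxxc1 peaks was not detectable. The percentile moved most, to 99.4, when the stronger 50% of each list was used, which is above the matched range and not below it. At the level of genes, 6962 had a WT promoter peak, 1312 a Cxxc1-deficient one and 893 both. A gene with a WT promoter peak counted as kept when any of its promoters had a Cxxc1-deficient peak, at the same TSS or another. By this count 14.2% (12.2% to 16.4%) of 1080 bound genes and 12.6% (11.8% to 13.5%) of 5882 others were kept. The share of bound genes stood at percentile 86.8 among sets matched on peak strength. Matching on gene length moved this percentile most, to 96.7, which is still within the matched range.

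The loci reported here are Cd8a, Cd8b1, Zap70 and Lck, which the study followed as targets, and Bdnf, which it used as a locus without Cxxc1 binding. Positions are in mm9. Cd8a (ENSMUSG00000053977.7) spans 71323421 to 71329165 on chromosome 6. A Cxxc1 peak of 1.6 RPM lay at 71315801 to 71316200, in intergenic sequence centred 7.42 kb upstream of the TSS. The Cd8a promoter had a WT H3K4me3 peak of 3.5 RPM and a Cxxc1-deficient one of 2.1 RPM. Zap70 (ENSMUSG00000026117.7, chromosome 1, 36818695 to 36839663) had a Cxxc1 peak of 1.5 RPM at 36816201 to 36817000, centred 2.09 kb upstream of its first TSS. The H3K4me3 peak at that TSS held 4.1 RPM in WT and 2.3 RPM in Cxxc1-deficient cells, and a WT peak of 2.8 RPM at its second TSS had no Cxxc1-deficient counterpart. These values correspond to 14 to 39 tags per peak in single libraries.

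Lck (ENSMUSG00000000409.8, chromosome 4, 129225588 to 129250885, minus strand) had an intronic Cxxc1 peak of 2.3 RPM at 129243201 to 129245200. With 10 kb upstream included, it had 3 WT H3K4me3 peaks of 1.9, 2.6 and 1.9 RPM and no listed peak in Cxxc1-deficient cells. The last of these WT peaks, at 129254001 to 129255400, lay outside the span of Lck. It was centred 3.82 kb upstream of the TSS at 129250885, with its midpoint classed as intron. Cd8b1 (ENSMUSG00000053044.7, chromosome 6, 71272830 to 71287471) had no Cxxc1 peak, 3 WT H3K4me3 peaks summing to 9.4 RPM and no Cxxc1-deficient peak. Bdnf (ENSMUSG00000048482.7, chromosome 2, 109514857 to 109567204) had no peak in any of the lists. A place without a listed peak is below the calling threshold, and its value is not known.

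**Figure D3:**
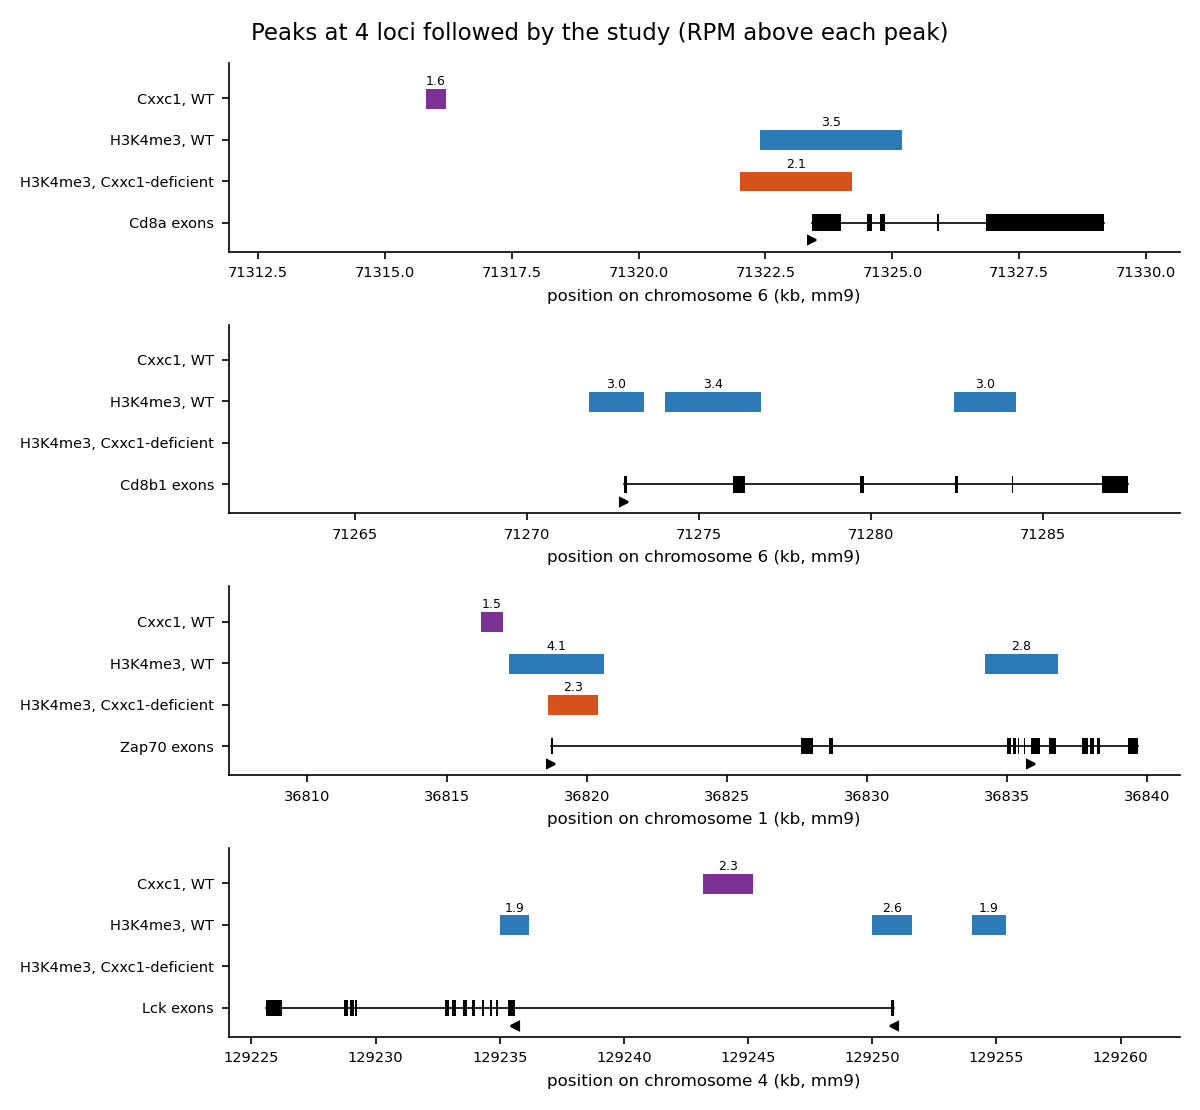
Peaks of the 3 lists (boxes, with RPM above each) over 4 loci and 10 kb upstream, with exons as black boxes and each TSS as an arrowhead; the horizontal axis is the mm9 position in kb. Cd8a and Zap70 each had a promoter peak in both H3K4me3 lists, while Lck and Cd8b1 had 3 WT peaks each and no Cxxc1-deficient peak.

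The strongest peaks of the lists were far above the rest. The top peak of every list lay on chromosome 17 over the AY036118 pseudogene, at 39979601 to 39986000 in the WT H3K4me3 list and from 39979801 in the others. It held 325.1 RPM for Cxxc1, 525.2 RPM for WT H3K4me3 and 335.9 RPM for Cxxc1-deficient H3K4me3. The second Cxxc1 peak, 65.0 RPM or 38.2 times the median peak, lay on chromosome 18 at 74376001 to 74381400 over the Cxxc1 gene itself (ENSMUSG00000024560.6), with 2.31% of its RPM within 1 kb of the TSS. Next came a peak of 20.7 RPM on chromosome 1 at 90139401 to 90148000 over Heatr7b1. The WT H3K4me3 peaks ranked 2 and 3 held 452.3 and 289.5 RPM on chromosome Y, at 2875401 to 2902800 and 2847201 to 2874400, with no annotated gene and no peak in either other list. The second Cxxc1-deficient peak was mitochondrial, 144.3 RPM at 10801 to 16200, and the peak ranked 3 held 37.1 RPM on chromosome 1 at 90151001 to 90166600 over Heatr7b1 and Hjurp. Leaving out peaks above 10 RPM and chromosomes M, X and Y gave overlaps between genotypes of 8.03% of WT and 38.1% of Cxxc1-deficient peaks.

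**Figure D4:**
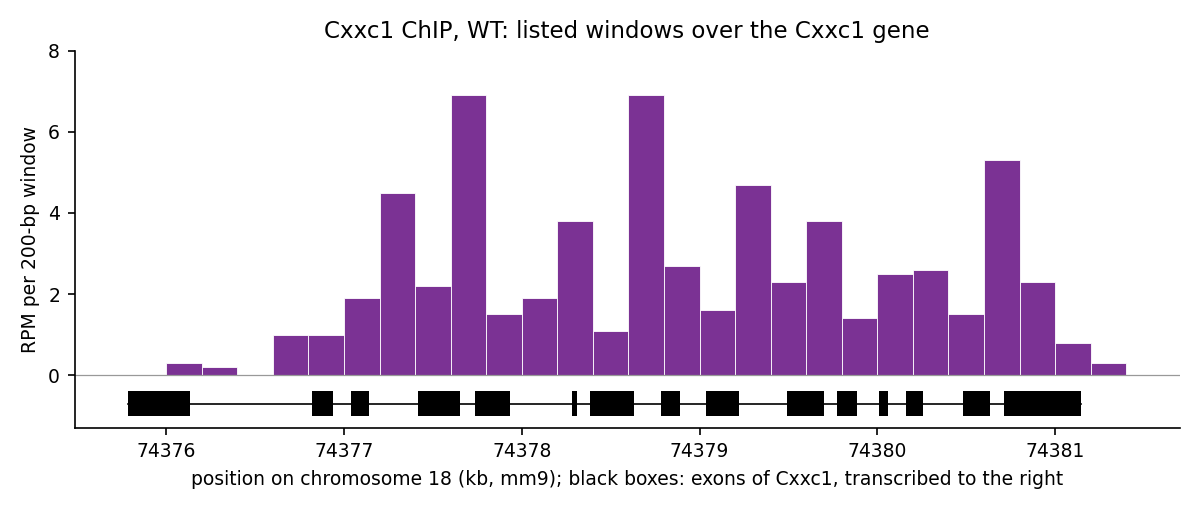
RPM in each 200-bp window (vertical axis) of the Cxxc1 peak over the Cxxc1 gene in WT cells, by mm9 position in kb on chromosome 18 (horizontal axis), with exons as black boxes. The windows from exon 2 to the end of the coding sequence held 96.0% of the RPM of the peak, and the highest windows reached 6.9 RPM.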

Values the study reported

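The study reported 4,352 regions bound by Cxxc1 in WT DP thymocytes. It placed about 43% of them in extended gene bodies, with 5% at promoters, 4% in exons and 34% in introns. It found 6% of the Cxxc1 sites at CpG islands. For H3K4me3 peaks the study gave promoter shares lower than those found here and equal between genotypes after rounding, without stating its promoter definition. It named 2,083 genes bound by Cxxc1 in their extended gene bodies, counted from 10 kb upstream of the TSS, and for 387 of these the expression differed at least 2 fold between genotypes, with 85% of those lower in Cxxc1-deficient cells.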

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

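Of 93 alternative values for 45 results, 46 stayed inside the 95% interval of the reported share or median, inside the central 95% of the matched sets, or within 1.5 times the reported count, and 47 moved out of these limits. Whether a result changed direction was not tested by these limits. Merging peaks within 1 kb, autosomes only, matching on width or gene length, binding within 1 kb of the TSS, and leaving out peaks above 10 RPM with chromosomes M, X and Y moved none of the results they were applied to past these limits.

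The stricter and looser overlaps moved shares by their construction. With at least 50% of the shorter peak shared, 7.09% of WT and 33.9% of Cxxc1-deficient H3K4me3 peaks overlapped, as did 5.10% of Cxxc1 peaks with WT H3K4me3, and 7.04% of WT peaks away from Cxxc1 peaks were kept. With peaks within 1 kb counted, these shares were 9.42%, 42.7%, 8.78% and 9.33%, and 1.88% of Cxxc1 peaks were near a Cxxc1-deficient H3K4me3 peak.

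Using the stronger 50% of each list, 7.09% of WT and 33.4% of Cxxc1-deficient H3K4me3 peaks overlapped and 4.78% of Cxxc1 peaks overlapped WT H3K4me3. The kept share was then 16.2% at Cxxc1 peaks and 6.96% elsewhere, at percentile 99.4 of matched sets, so at this setting WT peaks at Cxxc1 peaks were kept more often than matched ones. The cause was not tested. Taking as many of the strongest WT peaks as there are Cxxc1-deficient peaks gave overlaps of 15.6% and 15.8%. The common minimum of 2.2 RPM left 7976 WT and 1131 Cxxc1-deficient peaks.

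In the stronger 50% of each list, promoters held 8.09% of Cxxc1, 49.6% of WT and 36.5% of Cxxc1-deficient peaks. Intergenic sequence held 41.2% of Cxxc1 peaks and 16.6% of WT peaks, exons 6.22% of WT peaks, and introns 27.6% of WT and 32.2% of Cxxc1-deficient peaks. The cause was not tested. With promoters within 5 kb of a TSS, which by construction takes peaks from the other classes, promoter, exon, intron and intergenic shares were 18.8%, 3.33%, 38.1% and 39.8% for Cxxc1, 54.4%, 4.31%, 23.1% and 18.2% for WT H3K4me3, and 46.7%, 1.88%, 26.1% and 25.3% for Cxxc1-deficient H3K4me3. The looser CpG island definition of at least 200 bp, 50% GC and an observed to expected ratio of 0.6, whose 3 limits were changed together, gave 179791 islands, which overlapped 20.4%, 65.9% and 54.1% of the same lists, and islands of at least 500 bp overlapped 9.19%, 55.5% and 41.3% of their stronger 50%.

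With 50 kb upstream included, which widens the region, Cd8a had 4 WT H3K4me3 peaks and Lck had 7. The widened Cd8a region reaches into Cd8b1. It takes in the WT peaks at 71274001 to 71276800 and 71282401 to 71284200, which are also counted for Cd8b1. The median peak of each list held about 15 to 22 tags, so changes at single loci rest on few tags. They were not tested against counting error. No paired analysis was possible because each group had 1 library.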

Other observations

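The tests of depth, of proportional loss, of the Cxxc1 gene, of multicopy sequence, of chromosome Y and of the weaker 50% of the Cxxc1 list were chosen only after the result was seen. The others were chosen before.

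The lower number of H3K4me3 peaks in Cxxc1-deficient cells was set against 4 explanations. The inferred depths differed by a factor of at most 1.01, so a difference in sequencing depth is argued against. Loss concentrated where Cxxc1 binds needs a low percentile of the kept share at Cxxc1 peaks, which stood at percentile 88.2 of matched sets. This share rests on 31 kept peaks of 275. Places listed in every list, such as that over AY036118, count as kept there and were not left out. The value therefore gives no sign of such a loss but does not exclude it. A loss that includes promoters active in every cell had the values it needs. Of 46 ribosomal protein genes with a WT promoter peak, 6.52% (2.24% to 17.5%) had a Cxxc1-deficient one at any TSS. Among other autosomal genes with a WT promoter peak, 12.8% (12.1% to 13.6%) did. The same proportional loss at every site stays open. Of 137 autosomal promoter peaks of at most 10 RPM in the strongest 10% of the Cxxc1-deficient list, 38 had no WT peak, and the 99 others had a median ratio of WT to Cxxc1-deficient RPM of 1.16. A missing peak is not a measured value, however, and peaks chosen for strength in one library are raised by chance in it. A lower yield of the single Cxxc1-deficient immunoprecipitation and a biological loss of the mark were not separated by the design and cannot be told apart.

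H3K4me3 was listed at a minority of promoters even in WT cells. Limited sensitivity of the WT library had the value it needs, since 59.0% (47.9% to 69.2%) of 78 ribosomal protein gene promoters had a WT peak. Calls placed without regard to promoter activity are argued against, since 0.0925% of 1081 olfactory receptor gene promoters had one, against 34.1% of the other genes. Promoter peaks were found at 2.56% of the ribosomal protein genes in the Cxxc1 list and at 5.13% in the Cxxc1-deficient list, and at 0.185% and 0% of the olfactory receptor genes.

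Chromosome X holds 6.28% of the assembled bases and had few peaks in every list. A WT H3K4me3 promoter peak was present at 7 of 932 X-linked genes, 0.751% (0.364% to 1.54%), and at 32.5% of autosomal genes. Cxxc1 promoter peaks were at 0.429% and 2.03%, and Cxxc1-deficient H3K4me3 promoter peaks at 0 of 932 and 6.10%. A candidate explanation is a single copy of X in male cells together with the calling threshold. When each tag of the autosomal WT promoter peaks was kept with a chance of 50%, 4.79% of these peaks still passed the lowest score seen in the list, and the X share is 2.31% of the autosomal share, with an upper limit of 4.75%. In the Cxxc1-deficient list 0.729% passed. In the Cxxc1 list 1.24% passed, whereas the X share, from 4 genes, is 21.2% of the autosomal share and 8.24% at its lower limit, so X had more peaks there than the thinning gives, which goes against the explanation in that list. The thinning rests on an assumed score and on an unlabelled sex, so this and a true difference of X cannot be told apart.

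The Cxxc1 peak over the Cxxc1 gene followed the coding sequence. Of its 65.0 RPM, 2.31% lay within 1 kb of the TSS, which argues against binding at the promoter as its source. Exons 4 and 5, which are deleted in the Cxxc1-deficient control, held 26.2% with 200 bp each side, which argues against their absence from the control as the whole cause. Tags drawn from coding exons alone, shifted by 200 bp in the 3′ direction, the best of shifts from 0 to 300 bp in steps of 25 bp, correlated with the 27 windows at Pearson r 0.965, over neighbouring windows that are not independent. Without a shift r was 0.028, and at 100 and 300 bp it was 0.410 and 0.374, so the agreement rests on the fitted shift, and the shift that the study used is not stated. In 1000 random orders of the same exons and introns, with the same choice of shift, the median r was 0.499 and the highest 0.896. Intron-free DNA copies of the Cxxc1 coding sequence, such as a cDNA construct or a retrocopy, are a candidate explanation. Which of these it may be was not tested, and no biological explanation other than binding at the promoter was tested.

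Several of the strongest peaks lay over the AY036118 pseudogene, on chromosome Y or in mitochondrial DNA. Of the 10 strongest WT H3K4me3 peaks, 6 overlapped a peak of another list, against 9.88% (9.40% to 10.4%) of all WT peaks, and 5 lay on chromosome M or Y. Of the 6 not on chromosome Y, with 751.3 RPM, 5 overlapped another list and 2 overlapped both. Of the 4 on chromosome Y, with 1050 RPM, 1 overlapped another list and none overlapped both. The top peak of every list lay over AY036118, so that place was shared by all of them. Collection of multicopy or mitochondrial DNA in every library is not shown for the 10 strongest WT peaks as a set, or for chromosome Y. It stays open because a missing peak is not a measured value. No biological explanation was tested.

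The WT H3K4me3 list had 15 peaks on chromosome Y with 1080 RPM, 2.79% of its listed RPM, of which 3 between 2779401 and 2902800 held 1004 RPM. The Cxxc1 list had none. The Cxxc1-deficient list had 1, of 23.6 RPM, where WT had 45.2 RPM at 1787801 to 1793800. Absence of chromosome Y from the Cxxc1-deficient sample, for example from a difference in sex, has that peak against it, but repeated sequence elsewhere could supply its tags, so it stays open. A difference between the libraries in how repeats were filtered was not tested.

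Whether a large part of the Cxxc1 list lies at places no different from random ones was tested on its weaker 50%. CpG islands overlapped 5.10% (4.25% to 6.11%) of the weaker part and 9.19% (8.05% to 10.5%) of the stronger part, against 1.60% and 2.22% of shifted peaks. Both lie above the shifted shares, but most peaks of either part are away from CpG islands, and for those the test does not decide.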
